A study of Homo sapiens with 16 samples.

How the data were processed

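RNA was sequenced from 16 cultures of P493-6, an immortalised human B cell line in which the MYC transgene is repressed by doxycycline and the viral transcription factor EBNA2 is active only in the presence of oestrogen. Per the labels' protocols, cells at high MYC were kept in ordinary medium, whereas cells at medium MYC received 0.1 µg/mL doxycycline and 1 µM β-estradiol for 24 h before treatment. Cells then received 100 nM IMP1088, an inhibitor of the N-myristoyltransferases NMT1 and NMT2, or the DMSO vehicle for 24 h. RNA was isolated with a QIAGEN miRNeasy kit, cDNA was made with a Nugen kit and libraries were read on an Illumina HiSeq instrument, per the labels' protocols. The labels give 4 groups of 4 replicates, and each title carries a replicate number from 1 to 4. MYC level was set by the additives, so the effects of MYC level, doxycycline and estradiol cannot be separated in this design.

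The authors deposited a table of 58051 Ensembl gene identifiers by 16 libraries whose values are a non-negative expression signal, named by them as normalized counts. The aligner, the counting tool, its use of strand, the genome build and the gene annotation are not stated in the labels or the file. Within each library every value was a whole multiple of a single step, so the values could be turned back into whole reads. The steps matched the median-of-ratios size factors computed over these 16 libraries to within 1.08e-11%, and the factors ran from 0.858 to 1.33. Recovered reads per library ran from 8755296 to 13858534. Of the identifiers, 28714 had a value above 0 in at least 1 library. Intervals and detection floors based on these reads cover counting error only, because reads without molecular identifiers are not independent molecules. A gene with 3 or fewer reads in every library of a group was treated as being at the detection floor there, and folds against such a group are given as lower bounds.

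Symbols were taken from a table of gene names, which matched 56948 of the identifiers, and 12768 of the tested identifiers had a symbol. Positions are those of GENCODE release 29 on GRCh38, matched by identifier alone, with 57447 identifiers found there. Exons that overlap those of another gene were looked up in the same release on either strand. Of the 66 named genes 65 were found there, and 23 had such an overlap. ENSG00000273237 was absent from the release, so overlap could not be checked for it.

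The main test was limma 3.58.1 in R 4.3.3 on log2 of the deposited value plus 1. It used the 13765 genes with a mean of at least 10 over the 16 libraries, with a mean trend in the empirical Bayes step and Benjamini-Hochberg adjustment. All 16 libraries entered one fit with 4 group means, so the groups shared one estimate of the spread. Comparisons were the inhibitor against control at high MYC, the same at medium MYC, the difference between these responses, and medium against high MYC among controls. Genes were called at an adjusted p-value under 0.05, two-sided. Gene sets were tested with limma's camera, a competitive test, at a preset inter-gene correlation of 0.01 over 22 sets fixed in advance, with Benjamini-Hochberg adjustment over the sets of each comparison. Single genes of special interest (MYC, NMT1 and NMT2) also received two-sided exact permutation tests of 4 against 4 libraries. The smallest p-value these tests allow is 0.0286.

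The genes named were fixed by rule. For each comparison they were up to 5 genes higher and up to 5 lower with the largest log2 change among called genes with a mean of at least 50. For the treatment and control comparisons the groups also had to be without overlap. MYC, NMT1 and NMT2 were always included, as were up to 3 members with the smallest p-value of each set past its threshold; of these, the members for the difference in response were carried into the results. A few other genes were named after their values were seen, and this is stated where it applies. Not every gene the rule selects is reported here.

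The fits were tested on simulated counts for the 13765 genes with 200 genes changed at high MYC only. limma recovered 82.5% of the 200, and 90.3% of those changed by at least 1 on the log2 scale, with 16 unchanged genes among 196 called. The count methods edgeR and DESeq2 had fewer, 5 of 188 and 8 of 191. For the difference in response limma recovered 69.5% and 82.1%, with 4 unchanged genes among 152 called, against 6 of 155 in edgeR and 8 of 153 in DESeq2. A simulated set of 30 shifted genes had a camera p-value of 1.12e-35 and an unshifted one of 30 genes had 0.796. The simulated genes were drawn independently, so these values cannot show how camera behaves on sets of correlated genes.

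Alternatives covered other scalings (equal library totals, median-of-ratios factors from the tested genes, quantile normalization), pseudocounts of 0.1 and 10, no filter and a filter at a mean of 100. They also covered no mean trend, fits on the compared groups only, replicate blocks, camera with an estimated inter-gene correlation, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and fits that each left out 1 library. Reads thinned to the lowest depth, a GC correction with and without the replicate block, and size factors without the 10 genes with most reads were added after the data were seen. The pairing used for the blocks comes from the replicate numbers in the sample titles, which do not say what the numbers stand for. Figures were drawn with matplotlib.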

Results

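The study measured gene expression in P493-6 cells at high and medium MYC, with and without 24 h of NMT inhibition by 100 nM IMP1088. Its title poses the question of how the response to NMT inhibition depends on the MYC level. N-myristoyltransferases attach the fatty acid myristate to the N-terminal glycine of many proteins. There were 4 libraries in each of the 4 groups (high MYC control, high MYC inhibitor, medium MYC control, medium MYC inhibitor). Library depth lay between 8755296 and 13858534 reads, and between 18899 and 21081 genes per library had a value above 0. The gene with most reads took from 2.05% to 4.40% of a library, and the 10 genes with most reads took from 9.58% to 14.3%. Replicates correlated at r from 0.985 to 0.991 across genes on the log2 scale, and no replicate pair was as similar as sampling noise alone would give (chi-square per degree of freedom from 1.71 to 10.8). The common biological coefficient of variation was 5.65%. The first principal component held 82.3% of the variance and separated the MYC levels, and the second held 4.14% and separated inhibitor from control libraries.

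MYC (ENSG00000136997, chromosome 8, 127735434 to 127741434 on GRCh38) was examined first, because its level defined the groups. Its normalized count was 31650 ± 2130 (SD, n = 4) in high MYC controls and 958.6 ± 48.7 (SD, n = 4) in medium MYC controls. The log2 change from high to medium was -5.04 (SE 0.04, limma adjusted p-value 7.37e-27), a 33.0-fold difference that was larger than the spread between replicates. With the inhibitor the normalized count was 47540 ± 505 (SD, n = 4) at high MYC and 1382 ± 51.2 (SD, n = 4) at medium MYC. MYC mRNA rose by a log2 change of 0.59 (SE 0.04, limma adjusted p-value 7.24e-10) at high MYC and 0.53 (SE 0.04, limma adjusted p-value 2.74e-09) at medium MYC. The difference between these responses was 0.06 (limma adjusted p-value 0.605). Exact permutation tests gave p = 0.0286 for each of the 3 MYC comparisons, the smallest value 4 against 4 libraries allow. Adjusted over the 9 such tests, this became 0.0514.

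The drug's targets were examined next. NMT1 (chromosome 17, 45051610 to 45109016) had a normalized count of 1505 ± 27.6 (SD, n = 4) in high MYC controls and 1454 ± 36.3 (SD, n = 4) with the inhibitor. Its log2 change was -0.05 at high MYC (limma adjusted p-value 0.321) and -0.06 at medium MYC (limma adjusted p-value 0.247), within the spread between replicates. Among controls NMT1 was higher at medium MYC by 0.20 (SE 0.03, limma adjusted p-value 2.46e-05), but this fell to 0.01 (adjusted p-value 0.793) after a GC correction. The correction also moved the median over all genes, from 0.0174 to -0.0882, so not all of the fall was particular to NMT1. NMT2 (chromosome 10, 15102584 to 15168693) was near the detection floor at high MYC, with a normalized count of 2.79 ± 1.42 (SD, n = 4) in controls. It was higher in medium MYC controls by a log2 change of 2.08 (SE 0.36, limma adjusted p-value 2.04e-05). A response of NMT2 to the inhibitor was not detectable at this depth (limma adjusted p-values 0.743 at high MYC and 0.278 at medium MYC). Exons of NMT1 and NMT2 overlap those of neighbouring genes on the opposite strand, and the use of strand in counting is not stated.

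**Figure D1:**
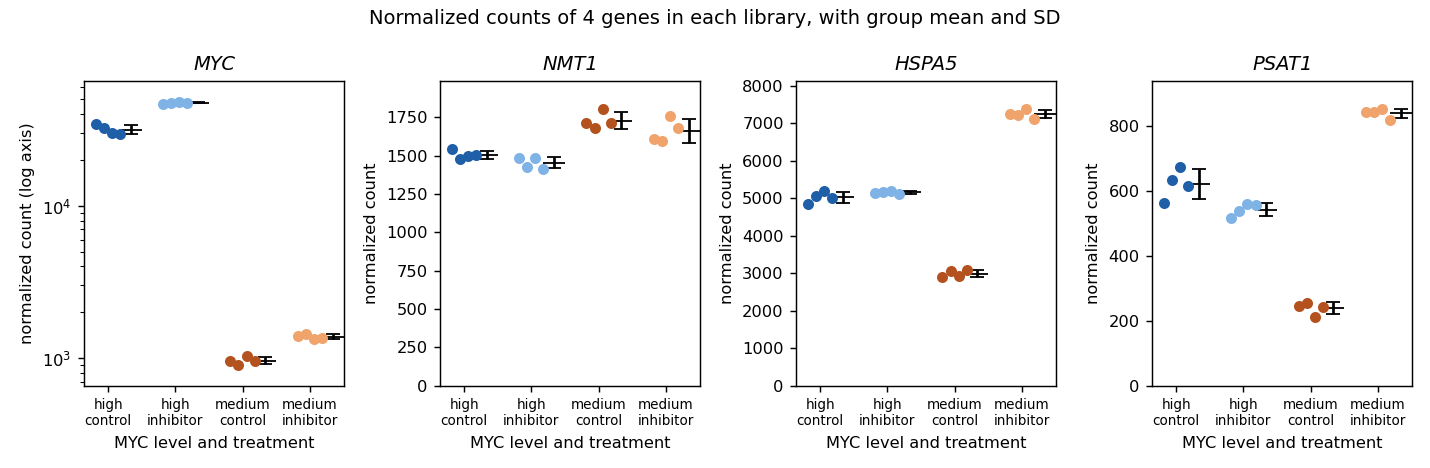
Normalized counts of MYC (log axis), NMT1, HSPA5 and PSAT1 in each library (points), by MYC level and treatment, with the group mean and SD (bars, n = 4). HSPA5 and PSAT1 rise with the inhibitor at medium MYC, where HSPA5 has a mean of 2988 in controls and 7244 with the inhibitor.

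The comparison of MYC levels among controls gives the background on which the inhibitor acted. Of 13765 tested genes, 10485 differed at a limma adjusted p-value under 0.05, 5355 higher and 5130 lower at medium MYC. Among the called genes, 3297 changed at least 2-fold. The values of the 4 and 4 libraries did not overlap for 69.2% of genes, where chance gives 2.86%. With the replicate number as a block the count was 10419; same-numbered control libraries had a mean residual correlation of 0.0243. The alternative that moved the count most was a filter at a mean of 100, with 7901 of the 9604 genes it left to test, 3848 higher and 4053 lower. Quantile normalization gave 5075 higher and 5526 lower, so the more frequent direction changed under both of these alternatives. The largest rises at medium MYC included CCR7 (chromosome 17, 40553769 to 40565472), with a log2 change of 9.47 (SE 0.13, limma adjusted p-value 1.82e-23). ENTPD2, CXCL9, ACKR3 and ZC3H12C were at the detection floor in high MYC controls and were at least 403-fold, 141.5-fold, 117-fold and 89.5-fold higher at medium MYC. The largest falls besides MYC were in CAMKV, NPW, BZW2 and TERT, whose log2 changes were -5.95, -5.00, -4.68 and -4.62.

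Of the 22 gene sets, 15 differed between MYC levels among controls, 7 higher and 8 lower at medium MYC, and the replicate block gave the same count of 15 (same-numbered residual correlation 0.0243). With an inter-gene correlation estimated from the data, 8 sets passed. MYC target genes fell, with a median log2 change of -1.32 over 49 genes (camera adjusted p-value 2.42e-17). With adjustment over all tested genes 1 of the 49 was called higher and 47 lower, and with adjustment over the list alone 48 were called. Cytosolic ribosomal protein genes fell by a median of 0.81 on the log2 scale, and all 79 were called lower. This set was not among the 8 that passed with an estimated inter-gene correlation (camera adjusted p-value 0.0738). EBNA2-responsive B cell genes rose by a median of 2.90 and NF-kappaB target genes by 2.69 (camera adjusted p-values 9.22e-10 and 8.99e-12).

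At high MYC the inhibitor changed 3689 of 13765 genes at a limma adjusted p-value under 0.05, 1442 higher and 2247 lower. Only 215 of them changed at least 2-fold, 137 higher and 78 lower, and the median size of a called change was 0.29 on the log2 scale. Groups did not overlap for 26.7% of genes, against 2.86% by chance. The count with the replicate block was 3468, and residuals of same-numbered control and inhibitor libraries correlated at a mean of -0.0715. The balance of directions depended on scaling: under quantile normalization 3497 genes were called, 1727 higher and 1770 lower. The alternative that moved the count most was a filter at a mean of 100, with 3163 of the 9604 genes it left to test.

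The largest rise at high MYC was in PTPN3 (chromosome 9, 109375466 to 109498313), from 19.5 ± 3.16 to 84.8 ± 19.2 (SD, n = 4), a log2 change of 2.05 (SE 0.15, limma adjusted p-value 1.85e-09). ENSG00000273237, IRF2-DT and ENSG00000241666 followed, with log2 changes of 1.64, 1.46 and 1.44. COLCA1 also met the naming rule, but it was at the detection floor in controls, did not exceed 5 reads in any high MYC library and was at least 1.31-fold higher with the inhibitor. It lost its call in DESeq2 (adjusted p-value 0.0539; 4.10e-04 in limma). ENSG00000241666 and COLCA1 have exons that overlap a gene on the opposite strand. The largest falls were in GBP1, CCR1, CLEC17A, FCRL4 and ZYX, with log2 changes of -1.86, -1.76, -1.72, -1.68 and -1.54. FCRL4 (chromosome 1, 157573749 to 157598080) went from 77.5 ± 3.16 to 24.0 ± 6.31 (SD, n = 4). GBP1 had at most 16 reads in any high MYC library, which limits the precision of its change.

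At medium MYC the inhibitor changed 3618 genes, 1606 higher and 2012 lower. Of these, 122 changed at least 2-fold, 74 higher and 48 lower. Groups did not overlap for 27.9% of genes, against 2.86% by chance. The replicate block gave 3425 genes, with a same-numbered residual correlation of -0.0235. With equal library totals 3620 genes were called, 1962 higher and 1658 lower, so the more frequent direction changed with the scaling. The alternative furthest from the main count was the set of fits that each left out 1 library, from 3202 to 3324 genes.

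ALDH1L2 (chromosome 12, 105019784 to 105084577) had the largest rise at medium MYC, with a log2 change of 3.18, followed by ASS1 (chromosome 9, 130444929 to 130501274) with 3.05 (SE 0.10, limma adjusted p-value 3.40e-15). PSAT1 (chromosome 9, 78297143 to 78330093) rose by 1.82 (SE 0.06, limma adjusted p-value 3.03e-15). ENSG00000273237 and ACSM3 rose by 2.02 and 1.84. The largest falls were in ENSG00000173366, GBP1, LIMA1, TRAF5 and CCR1, with log2 changes of -2.06, -1.89, -1.63, -1.61 and -1.60. ENSG00000173366 shares exons with TLR9 and TWF2 on its own strand, had an SE of 0.52 and lost its call in DESeq2 (adjusted p-value 0.0547).

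Both MYC levels shared 1872 called genes, of which 1809 changed in the same direction, 655 higher and 1154 lower, and 63 changed in opposite directions. Another 1817 were called only at high MYC and 1746 only at medium MYC. Across the 13765 genes, which are not independent replicates, the log2 changes at the 2 levels correlated at Pearson's r = 0.402 and Spearman's rho = 0.50. The difference in response was itself tested: it passed for 1188 genes, 455 with a higher and 733 with a lower change at high than at medium MYC. The response was larger in size at high MYC for 540 of them and at medium MYC for 648. The fitted changes had opposite signs for 517, which includes genes with a change near 0 at one level. Only 63 of the 1188 were called at both levels with opposite signs. The replicate block gave 1052 genes; the same-numbered residual correlations were -0.0715 and -0.0235 within the high and medium MYC arms. The GC correction moved the count most, to 1631.

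**Figure D2:**
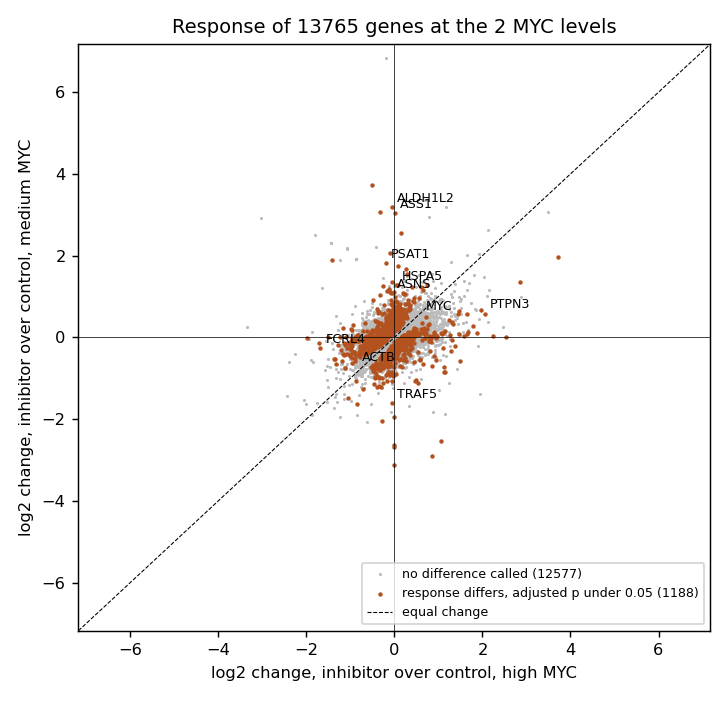
Log2 change with the inhibitor at high MYC (horizontal axis) and at medium MYC (vertical axis) for 13765 genes. The 1188 genes whose response differed are in orange, and the dashed line marks equal change. ALDH1L2, ASS1 and PSAT1 sit at 3.18, 3.05 and 1.82 on the vertical axis, and PSAT1 sits at -0.20 on the horizontal axis.

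The differences of largest size were in amino acid and one-carbon metabolism genes. ALDH1L2 had a difference in response (high minus medium MYC) of -3.24 (SE 0.18, limma adjusted p-value 1.04e-10), ASS1 of -3.04 (SE 0.14, 7.10e-12) and PSAT1 of -2.01 (SE 0.08, 8.10e-13). At high MYC ASS1 had normalized counts of 247.1 ± 12.9 and 247.7 ± 8.42 (SD, n = 4) without and with the inhibitor, whereas PSAT1 fell, with a log2 change of -0.20 (SE 0.06, limma adjusted p-value 0.0157). At medium MYC the ASS1 counts were 15.75 ± 2.46 and 136.6 ± 11.8 (SD, n = 4). Among controls ALDH1L2, ASS1 and PSAT1 were lower at medium than at high MYC, with log2 changes of -1.93, -3.90 and -1.38. CLEC17A and FCRL4 fell more at high MYC, with differences of -1.59 and -1.42. TRAF5, F2RL3, CDK5R1 and PTPN3 had differences of 1.55, 1.53, 1.53 and 1.47. FLVCR2 also met the naming rule, but it was at the detection floor in high MYC controls and had no more than 5 reads in any high MYC library, so no size is given for its response there. It shares exons with another gene and was not called under several alternatives, DESeq2 among them (adjusted p-value 0.0522).

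At high MYC 12 of 22 gene sets shifted, 3 up and 9 down, and at medium MYC 13, 6 up and 7 down. The replicate block left these counts at 12 and 13, with the residual correlations of -0.0715 and -0.0235 given above. With an estimated inter-gene correlation 7 and 8 sets passed. Interferon-stimulated genes fell most at high MYC, by a median log2 change of -0.53 (camera adjusted p-value 3.81e-17) against -0.16 at medium MYC (2.93e-04). Of the 30 tested, 25 were called lower at high MYC and 13 at medium MYC over all genes, and 25 and 15 over the list alone. Cholesterol synthesis genes fell at both levels, by medians of -0.28 and -0.48 (camera adjusted p-values 5.62e-13 and 1.84e-26), with 22 and 27 of 28 called lower, and 25 and 27 over the list alone. Glycolysis genes fell by medians of -0.20 and -0.44. p53 target genes rose by medians of 0.17 and 0.27 (camera adjusted p-values 5.16e-06 and 9.47e-09). Genes for N-myristoylated proteins fell by medians of -0.11 and -0.10 (camera adjusted p-values 0.00162 and 0.0133).

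**Figure D3:**
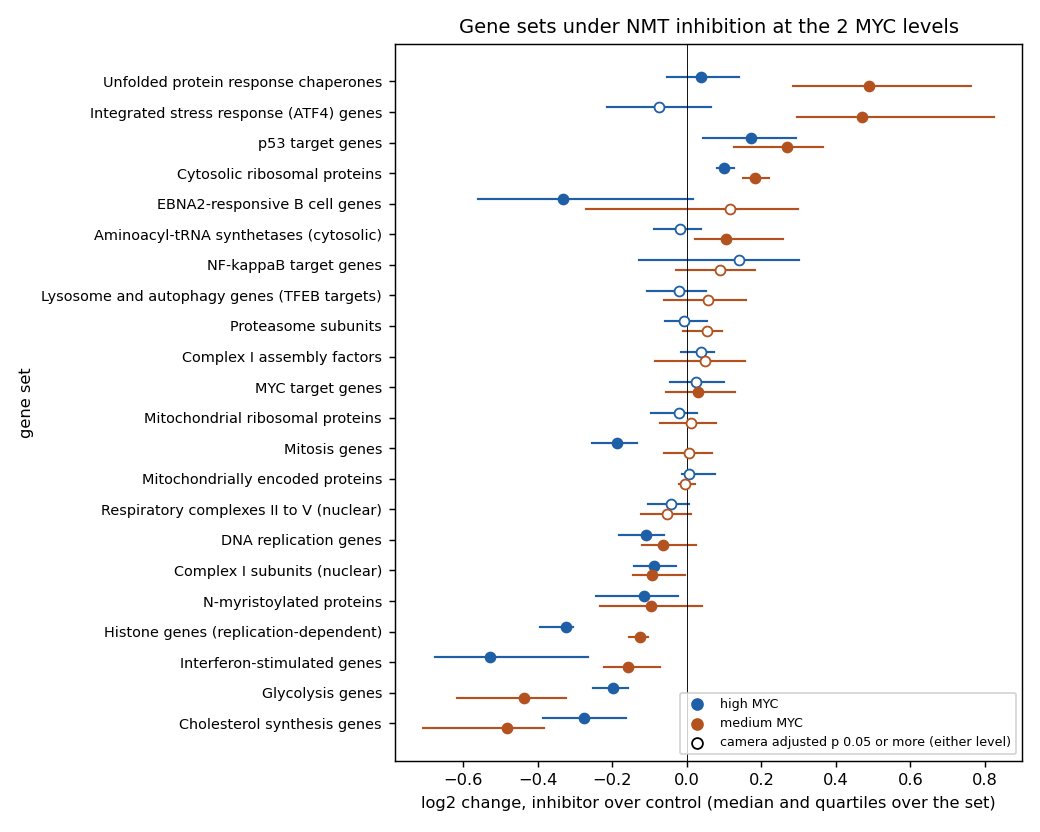
Median log2 change with the inhibitor (points) and quartiles over the members (lines) for 22 gene sets at high MYC (blue) and medium MYC (orange). Open points mark sets with a camera adjusted p-value of 0.05 or more. Unfolded protein response chaperones and integrated stress response genes rise at medium MYC by medians of 0.49 and 0.47 and stay near 0 at high MYC.

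The sets that differed most between MYC levels belonged to stress responses. At medium MYC the unfolded protein response chaperones rose by a median of 0.49 (camera adjusted p-value 1.89e-31), and all 33 tested were called higher. At high MYC their median was 0.04 (camera adjusted p-value 0.0137), with 12 of 33 called higher and 4 lower. This shift at high MYC did not pass with an estimated inter-gene correlation (camera adjusted p-value 0.129). Integrated stress response genes linked to ATF4 rose by a median of 0.47 at medium MYC (camera adjusted p-value 4.66e-20), with 29 of 36 called higher and 2 lower. At high MYC these ATF4 genes had a median of -0.07 (camera adjusted p-value 0.0623), with 1 of 36 called higher and 11 lower. The difference in response had medians of -0.43 for the chaperones and -0.53 for the ATF4 genes (camera adjusted p-values 1.83e-32 and 4.88e-32). With an estimated inter-gene correlation these p-values were 6.38e-06 and 6.00e-06, the highest among the alternatives. In all, 12 of 22 sets differed in response, 2 up and 10 down, and the replicate block gave 12 as well (same-numbered residual correlations -0.0715 and -0.0235). With an estimated inter-gene correlation 8 sets passed. EBNA2-responsive B cell genes differed by a median of -0.34 and interferon-stimulated genes by -0.29. Cholesterol synthesis genes differed by a median of 0.27, glycolysis genes by 0.22 and mitosis genes by -0.20.

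**Figure D4:**
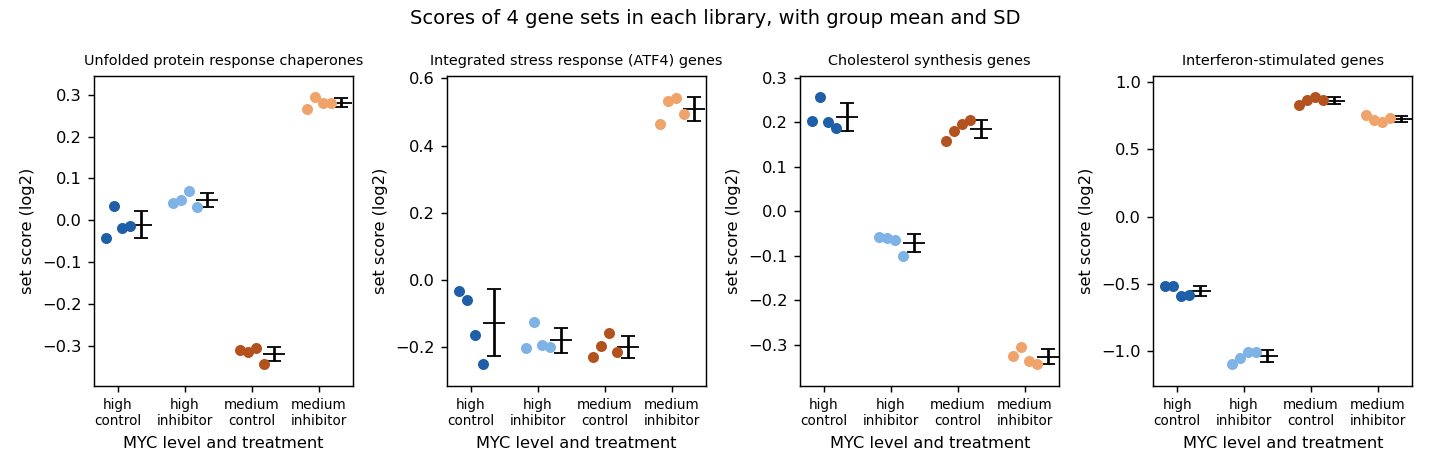
Score of 4 gene sets in each library (points), the mean over the members of the log2 value less the gene's mean over all libraries, with group mean and SD (n = 4). The chaperone score has a mean of -0.32 in medium MYC controls and 0.28 with the inhibitor, against -0.01 and 0.05 at high MYC.

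Single members showed the same contrast. HSPA5 (chromosome 9, 125234853 to 125241330) had a normalized count of 5020 ± 147 (SD, n = 4) in high MYC controls and 5152 ± 42.6 (SD, n = 4) with the inhibitor. Its difference in response was -1.24 (SE 0.04, limma adjusted p-value 7.02e-15). HERPUD1 had -1.21, ASNS -1.16 and CALR -0.67. Among sets with the opposite sign, SCD had a difference of 0.72 and MSMO1 of 0.54. In the interferon set IFIT1 had -0.84, IFIT3 -0.53 and MX1 -0.42. RPL14, RPL7 and RPL9 rose at both levels, less at high MYC (0.11, 0.07 and 0.08) than at medium MYC (0.27, 0.22 and 0.23). Their differences were -0.16, -0.15 and -0.14. The annotation lists 3, 61 and 17 pseudogenes named after them. These genes are reported as uncertain, because the counting could split reads among near-identical copies. RPL9 lost its call under 4 alternatives, with limma adjusted p-values of 0.0646 without the mean trend, 0.0510 with the nested replicate block, and 0.0666 and 0.0861 with the GC correction, the latter with the replicate block. RPL7 lost its call without the mean trend (limma adjusted p-value 0.0575). Named genes whose exons overlap another gene are also reported as uncertain: ZYX, ALDH1L2, ACSM3, BZW2, ASNS, CALR, MX1 and RPL9, besides those mentioned with their values.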

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

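The replicate-label splits were chosen before the data were examined, as were the main designs and most alternatives; the tests on stress genes, the count over all 35 splits and the division of splits by how much of the real contrast they keep were chosen after the result was seen.

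The response to the inhibitor differed between MYC levels for 1188 genes and 12 gene sets. To ask whether a chance arrangement of libraries gives as many, MYC level was exchanged between same-numbered libraries within control and within inhibitor libraries, after each level's mean was removed. The plan written beforehand counted 32 such regroupings; 128 exist, so 100 were drawn with the real one among them. Only the real grouping, 1 of 100, reached 1188 genes, and the next highest gave 851. Here too exchanged libraries can widen the spread: the 28 that keep 0% of the real contrast had a median of 480.5 genes at an unadjusted p-value under 0.05, against about 688 by chance. For gene sets 12 of 100 regroupings, the real one included, reached 12, above the share of 0.05 set beforehand. The others that reached 12 keep 25% to 75% of the real contrast, so a real effect would raise their counts too and they are a poor reference. The 28 that keep 0% of it gave at most 4 sets.

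For the 3 comparisons of 4 against 4 libraries, 8 of the 35 splits part every same-numbered pair, so the share cannot fall under 0.125. The other 27 splits put at least 1 same-numbered pair on one side, although the mean residual correlation of same-numbered libraries was near 0, from -0.0715 to 0.0243. At high MYC 1 of 8 splits gave 3689 or more genes and 2 of 8 gave 12 or more gene sets. At medium MYC 1 of 8 gave as many genes and 1 of 8 as many sets. Between MYC levels in controls 1 of 8 gave as many genes and 3 of 8 as many sets. Over all 35 splits, 1 gave as many genes in each comparison, and 4, 3 and 11 gave as many sets at high MYC, at medium MYC and between MYC levels; apart from the real split, each of these keeps 50% of the real contrast. None of the 7 other splits in any of the 3 comparisons called a gene at an adjusted p-value under 0.05, and the 27 called at most 3. Exchanging libraries moves the real effect into the spread within groups, so these splits could hardly call a gene and the gene counts are a lenient reference. At an unadjusted p-value under 0.05, where chance gives about 688 genes, those of the 8 that keep 0% of the real contrast had from 356 to 732 genes at high MYC, from 293 to 433 at medium MYC and from 83 to 338 between MYC levels; 5137, 5043 and 10683 genes had one in the real splits. The 4 splits that exchange a single library per side keep 50% of the real contrast, so they are not free of the effect, and gave 10 to 12 sets at high MYC, and the 3 that keep 0% gave from 0 to 5.

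Stress genes (the 69 tested members of the chaperone and ATF4 sets) had a median log2 change of 0.47 at medium MYC and -0.02 at high MYC, and 67 of the 69 had a lower response at high MYC. The median difference of -0.50 was -0.51 after thinning to equal depth, -0.48 under the scaling that shrank it most, and -0.48 without the library that shrank it most. It was -0.49 after the GC correction, which moved no stress gene by more than 0.0234 and so says little alone. All 69 had a GC value, and the central 95% of 10000 lists of other genes matched on GC content began at -0.0668, with no list under -0.109. With size factors computed without the 10 genes with most reads the median was -0.495, but those factors hardly move when 10 genes are left out, so that check is void. A few dominant genes would shift all genes together; with equal library totals, where such a shift would show, the median was -0.0258 over all tested genes, and the stress genes lay -0.48 from it. A higher starting level at high MYC might leave less room to rise. With separate control libraries for both measures, the difference in response and the difference between controls had a Spearman's rho of 0.133 across the stress genes, under the 0.3 set for that explanation. A correlation across genes cannot exclude a limit shared by all of them. Medium minus high MYC controls had a median of -0.22 over the 69 genes. Medium MYC inhibitor libraries minus high MYC controls had a median of 0.201. The 27 stress genes that did not start lower at medium MYC had a median difference of -0.51. A hypothesis that remains is that NMT inhibition raises stress genes more where MYC is lower, or where doxycycline and estradiol are present; the design cannot separate these.

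ALDH1L2, ASS1 and PSAT1 had differences in response of -3.24, -3.04 and -2.01, CLEC17A and FCRL4 of -1.59 and -1.42. TRAF5, F2RL3, CDK5R1 and PTPN3 had 1.55, 1.53, 1.53 and 1.47. FLVCR2 had a fitted value of 1.55, but it was at the detection floor in high MYC controls with at most 5 reads per high MYC library, so that value is not a measured size. No separate technical test was run for these single genes beyond the alternatives on processing.

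A single library lay far from the other 3 of its group in 9 of 130 checks, where chance gives about 6. In high MYC controls replicate 1 had more reads than the others (gap over range 0.963) and more genes above 0 (0.964), and replicate 4 stood apart for TRAF5 (0.850). In medium MYC controls replicate 3 stood apart for ENTPD2 (0.908) and replicate 1 for TERT (0.942). With the inhibitor at medium MYC replicate 1 had fewer genes above 0 (0.933) and stood apart for FCRL4 (0.830), replicate 2 for LIMA1 (0.833) and replicate 4 for BZW2 (0.868). Replicate 1 of the high MYC controls had 13858534 reads, against 9153294 to 9329053 in the other 3. No biological explanation was tested for these single libraries.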

How the results depend on the processing

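Thinning, the GC corrections and size factors without the top genes were added after the data were seen; the other alternatives were fixed earlier.

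Every count of genes stayed within 1.5 times its main value under every alternative run. The counts of gene sets did so except under camera with an estimated inter-gene correlation, which gave 7 sets in place of 12 at high MYC, 8 in place of 13 at medium MYC and 8 in place of 15 between MYC levels; the cause was not tested. Across the fits that each left out 1 library, genes changed ran from 3168 to 3599 at high MYC, from 3202 to 3324 at medium MYC, from 1020 to 1350 for the difference in response and from 10203 to 10366 between MYC levels. Gene sets ran from 11 to 14, from 9 to 14, from 12 to 13 and from 15 to 17 in the same order. The log2 change of MYC from high to medium MYC ran from -5.07 to -5.00. edgeR gave 3703, 3858, 1219 and 10556 genes, and DESeq2 gave 3165, 3330, 1026 and 10203. A replicate block nested within MYC level gave 3496, 3442 and 1026 genes and 12, 10 and 12 sets for the first 3 comparisons; it was not run between MYC levels, where it cannot be fitted. The GC correction with the replicate block gave 3826, 3817, 1538 and 10624 genes.

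Scaling moved the balance of directions. At high MYC 39.1% of called genes were higher, against 49.4% under quantile normalization. No scaling moved the median log2 change of all genes past 0.1 in size.

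Of 84 results for single genes, 72 did not change in any of their alternatives and 12 changed in at least 1. Over 1518 alternatives, 1491 were the same, 9 stronger, 14 weaker and 4 reversed, with the fits that left out 1 library entering as their lowest and highest values. In the 1048 single-gene results of those fits, 1032 were the same, 0 weaker, 8 stronger and 8 reversed; the 8 stronger were in H2AC6, H1-2 and H2BC21. The reversals were in NMT1 and NMT2, which had shown no response. The NMT1 difference in response was -0.002367 with equal library totals and ran from -0.0136 to 0.0362 across fits that left out 1 library; the NMT1 change at high MYC was 0.002752 under quantile normalization. The NMT2 change at high MYC ran from -0.447 to 0.0125 across fits that left out 1 library. The cause was not tested. Depth limits COLCA1, FLVCR2 and NMT2, which had few reads at high MYC.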

Other observations

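These patterns were noticed in the data; the tests were written after the patterns were seen and before their own results were known, except that the lists matched on GC content and the shares by type of gene were added after the other results were seen.

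Noncoding genes tended to rise with the inhibitor. The 1025 tested lincRNA and antisense genes had a median log2 change of 0.16 at high MYC and 0.10 at medium MYC, against -0.03 and -0.02 for protein-coding genes. At high MYC 236 of them were called higher and 46 lower. Low expression did not account for this, since 100% of 10000 protein-coding lists matched on expression had a smaller median. The median at high MYC was 0.14 under the scaling that shrank it most. It was 0.17 after the GC correction, which moved these genes by a median of 0.0288 and so says little alone. All 1025 had a GC value, and the central 95% of 10000 protein-coding lists matched on GC content ended at -0.0128. The share of reads on genes with a mean under 10 was 1.13 times as high with the inhibitor at high MYC, from 0.181% ± 0.003 to 0.205% ± 0.005 (SD, n = 4). It was higher in every inhibitor library than in every control at both levels. Of the reads on these genes 28.2% were on lincRNA and antisense genes, so the share in part restates the pattern. On the protein-coding ones alone the share was 1.18 times as high at high MYC and 1.06 times at medium MYC. On the remaining types of gene, with 37.4% of these reads, it was 1.04 and 1.07 times as high. There inhibitor and control libraries overlapped at both levels, so the rise was not clear for every type of gene. Reads in introns and between genes were not measured, so the rise cannot be told apart from more unspliced or genomic RNA in the inhibitor libraries.

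ACTB fell with the inhibitor by 0.87 on the log2 scale at high MYC (limma adjusted p-value 7.26e-13), and ZYX, LIMA1 and PDLIM7 also fell. A list of other actin and SRF target genes, without these 4, was then written, of which 36 were tested. That list fell at high MYC (median -0.34, camera p-value 6.93e-14, 25 lower and 1 higher) and at medium MYC (median -0.56, camera p-value 9.02e-22, 26 lower and 1 higher). With an estimated inter-gene correlation the p-values were 0.00617 and 0.00114. A lower activity of the transcription factor SRF may underlie this and was not tested apart from other routes; SRF mRNA, a member of the list, fell by 0.26 at high MYC and 1.12 at medium MYC.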
